A study of Mus musculus with 16 samples. Its data were reported in "Graded Nodal/Activin Signaling Titrates Conversion of Quantitative Phospho-Smad2 Levels into Qualitative Embryonic Stem Cell Fate Decisions" (2011).

How the data were processed

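RNA from E14TG2a mouse embryonic stem (ES) cells was measured on Illumina MouseRef-8 BeadChips, 1 array per culture and 16 arrays in all. Biotin-labelled cRNA was hybridised, and the arrays were read into BeadStudio, whose version is not given in the sources used here. Each of the 4 groups (Activin, SB-431542, DMSO vehicle and KSR medium alone) holds 4 cultures, taken at passages 20, 21, 23 and 24, which are numbered here as replicates 1 to 4. The cultures of a group are separate passages of the same cell line, so each p-value measures the spread between cultures of different passages.

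Both kinds of deposited values are intensities. The deposited non-normalized intensity had a background subtracted on each array by the authors, since 26.8% to 28.7% of the probes of an array lay below 0, and it was not scaled between arrays. The deposited normalized intensity is on a linear scale after the authors' cross-correlation normalization, with values under 40 set to 40. On an array 53.1% to 59.9% of the probes were at that floor, and the Activin array of passage 20 served as the reference array.

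All comparisons here started from the non-normalized intensities. They were corrected with the normexp model in limma 3.58.1 (saddle-point estimation, offset 50), quantile normalized between arrays and put on the log2 scale in R 4.3.3. The offset draws the values of dim probes together, so the fold changes of dim probes are compressed. A linear model of 4 groups was fitted to all 16 arrays with limma (lmFit and eBayes, two-sided tests, 12 residual degrees of freedom), and all 24606 probes were tested. P-values were adjusted by the Benjamini-Hochberg method over the probes of a comparison, with a threshold of 0.05. The comparisons were DMSO minus KSR, Activin minus DMSO, SB minus DMSO and Activin minus SB. A further contrast, Activin plus SB minus 2 times DMSO, tested whether the responses to Activin and SB differ in size. Depth is not defined for arrays; the number of arrays limits the precision, and the median residual SD of a probe was 0.138 on the log2 scale.

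Gene symbols came from the platform annotation, brought up to date by gene identifier. Of the probes, 20980 carried 1 symbol, 1 carried several and 3625 carried none, and together they named 15967 genes. Genomic positions of the probes were not used here. A gene with several probes is represented by the probe with the highest mean over all 16 arrays; where the other probes of a gene named as changed with a treatment differed in sign, the text says so. With no detection p-values used, a probe counted as above background on an array when its intensity was over the 95th percentile of 1188 probes for olfactory, vomeronasal and taste receptor genes on that array. On this rule 10740 probes were above background on 4 or more arrays and 12831 on no array. Where a gene was above background on no array of a group, its fold is given as "at least": the mean of the brighter group against the mean of the dim group after each dim value was raised to the lowest value above background on its array. Where only some arrays of the dimmer group were above background, the fitted fold is given, and where only 1 was, the fold after the same raising stands beside it.

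The passage numbers are shared by the 4 groups, so replicates with the same number were checked for likeness. After the group means were removed, arrays with the same number correlated with r from 0.0977 to 0.325 over all probes (median 0.216, 24 pairs), and arrays with different numbers with r from -0.238 to 0.0995 (72 pairs). Each of the 16 arrays was closest to an array of its own number. The model without passage was fixed before the data were examined. The same model with passage as a block is given beside the counts of calls and some of the gene and list results it moves. The block lowered the median residual SD to 0.124.

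Gene lists were tested with limma's camera on 1 probe per gene (preset correlation 0.01), with Benjamini-Hochberg adjustment over the 29 lists of a comparison; camera with an estimated correlation and fry were run beside it. The lists, the comparisons, the tests and the rule for named genes were fixed before the data were examined. Of the 29 lists, 24 hold genes known from other work (signalling targets, lineage markers, cell cycle, stress and reference genes). The other 5 hold genes that the study chose on these same samples, and their shifts are not independent evidence. Camera was also run on the 24 lists without the genes of these 5. Other genes that the study picked partly by expression on these arrays, among them Pmepa1, Ski, Skil and Foxh1, stayed in. Some list genes had no probe under their symbol and are not analysed here. Results for probes without a symbol are counted but not reported one by one here.

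The genes named are, for Activin against DMSO and for SB against DMSO, the 12 largest rises and the 12 largest falls past the threshold with all 4 treated arrays on 1 side of all 4 DMSO arrays. For each list they are also up to 4 members past the threshold and the 2 others with the smallest p. The members of the lists of Nodal targets, core pluripotency genes, reference genes and genes chosen by the study could be named whatever their value, as could up to 5 genes for opposite calls and for the difference in size. For DMSO against KSR the same rule took up to 5 genes each way, and none passed the threshold.

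The fit was tested on simulated data, built from the means, the residual SDs and the passage effects of the real probes with normal noise, in which 200 of the 24606 probes, all above background on 16 arrays, were changed in the SB group. At a 1.5-fold change 164 of the 200 were recovered with 4 false calls, at 2-fold 199 with 2, and at 4-fold 200 with 3. With passage as a block the numbers were 188 with 12, 200 with 10 and 200 with 12. In an unchanged comparison of the same simulations 0 probes were called by limma with or without the block. A list shifted by 0.5 log2 units was recovered (camera adjusted p = 3.70e-50), and 0 of 20 lists without a shifted gene passed. The noise was drawn independently for each gene, so apart from passage the genes of a list did not vary together. The 0 of 20 thus does not test the preset correlation on the real arrays.

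The alternatives tried were the authors' normalized values, a normexp offset of 16, intensities under 16 set to 16 with no normexp, scaling to the same median, cyclic loess, only probes above background on 4 or more arrays, passage as a block, each replicate left out, only the compared groups in the fit, KSR or both controls together as the control, array weights, 1 probe per gene, and other set tests. Array KSR 2 was the dimmest; fits without it for the comparisons that do not use it were added after seeing the data. A block by BeadChip was planned but not run, because the sources used here do not say which array lay on which chip. Because both treatments share the DMSO arrays, the relation between their effects was set beside 20 simulations of unchanged groups and beside comparisons with separate controls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.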

Results

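The series measured the transcriptome of E14TG2a mouse ES cells held at different levels of Nodal/Activin signalling, the TGFβ-family pathway that acts through Smad2 and Smad3. All cells were first kept for 6 h in KSR medium with 10 µM SB-431542 (SB), an inhibitor of the type I receptors for Activin and Nodal. They were then treated for 18 h with 25 ng/ml Activin (high signalling), 10 µM SB (low signalling), DMSO vehicle at 1 in 5000 (endogenous signalling) or KSR medium alone, a medium based on a serum replacement and without LIF. There were 4 cultures per group, at passages 20, 21, 23 and 24 (replicates 1 to 4), and 16 arrays in all. The mean intensity of an array lay between 486 (KSR replicate 2) and 760 (KSR replicate 4), and 9816 to 10480 of the 24606 probes were above background. Replicates of a group correlated with r from 0.991 to 0.994 across probes, and arrays of different groups with r from 0.9894 to 0.9955. The first principal component, with 15% of the variance, set the arrays of passage 24, at 13.5 to 14.5, apart from the others, all at 2.5 or lower. The second principal component, with 12.4% of the variance, set the SB arrays, at -15.3 to -11.3, apart from the other 12, all at -1.2 or higher.

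The comparison of DMSO with KSR medium asks whether the vehicle alone changes expression. Lefty1 and Lefty2, feedback inhibitors of Nodal and the named genes with the largest changes with the treatments, stood at 12.05 ± 0.44 and 10.26 ± 0.46 with DMSO and at 11.94 ± 0.31 and 10.09 ± 0.41 in KSR medium (log2 intensity, mean ± SD, n = 4 here and throughout). With limma 0 of 24606 probes passed the threshold, 803 had an unadjusted p under 0.05 (3.26%), and 0 passed with passage as a block. None of the 24 gene lists shifted with camera, where the smallest adjusted p was 0.945, and fry called 0 as well. Over 1.5-fold, 2 probes were higher with DMSO, for Fbxw5 and Psmc1, which are named here after their values were seen (adjusted p = 1 for both). Their spread was wide: Fbxw5 was above background on 2 of 4 DMSO arrays, and Psmc1 in KSR medium had an SD of 2.35. Without DMSO replicate 3, without DMSO replicate 4 or without replicate 2 of both groups, 4 probes were over 1.5-fold.

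High signalling was compared with endogenous signalling through Activin against DMSO. Lefty2, which encodes a secreted antagonist of Nodal, rose from 10.26 ± 0.46 to 11.82 ± 0.28, a 2.94-fold change (log2 change 1.56, SE 0.19, adjusted p = 5.11e-04). Its neighbour Lefty1, which encodes a related antagonist, rose from 12.05 ± 0.44 to 13.34 ± 0.23, by 2.44-fold (log2 change 1.29, SE 0.18, adjusted p = 0.00192). Chst15, a sulfotransferase gene of chondroitin sulfate synthesis, rose 1.57-fold to 8.06 ± 0.19 (log2 change 0.65, SE 0.10, adjusted p = 0.00546). Spsb1, which encodes a SOCS-box adaptor protein, rose 1.49-fold to 8.90 ± 0.15 (log2 change 0.58, SE 0.09, adjusted p = 0.014). The remaining call was a probe without a symbol. Each of these 5 probes was higher at 4 of 4 passages. Genes that did not pass were Fgf15, a fibroblast growth factor gene, at 1.85-fold higher (log2 change 0.89, SE 0.17, adjusted p = 0.101), Tmem63a at 1.40-fold (adjusted p = 0.555), Nodal at 1.24-fold and Tdgf1, the gene of the Nodal co-receptor Cripto, at 1.10-fold (adjusted p = 1 for both). Msmb and Orai3, which the study names for a response to Activin only, had log2 changes of 0.18 and -0.15 (adjusted p = 1 for both), and Msmb was above background on 0 of the 8 arrays.

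**Figure D1:**
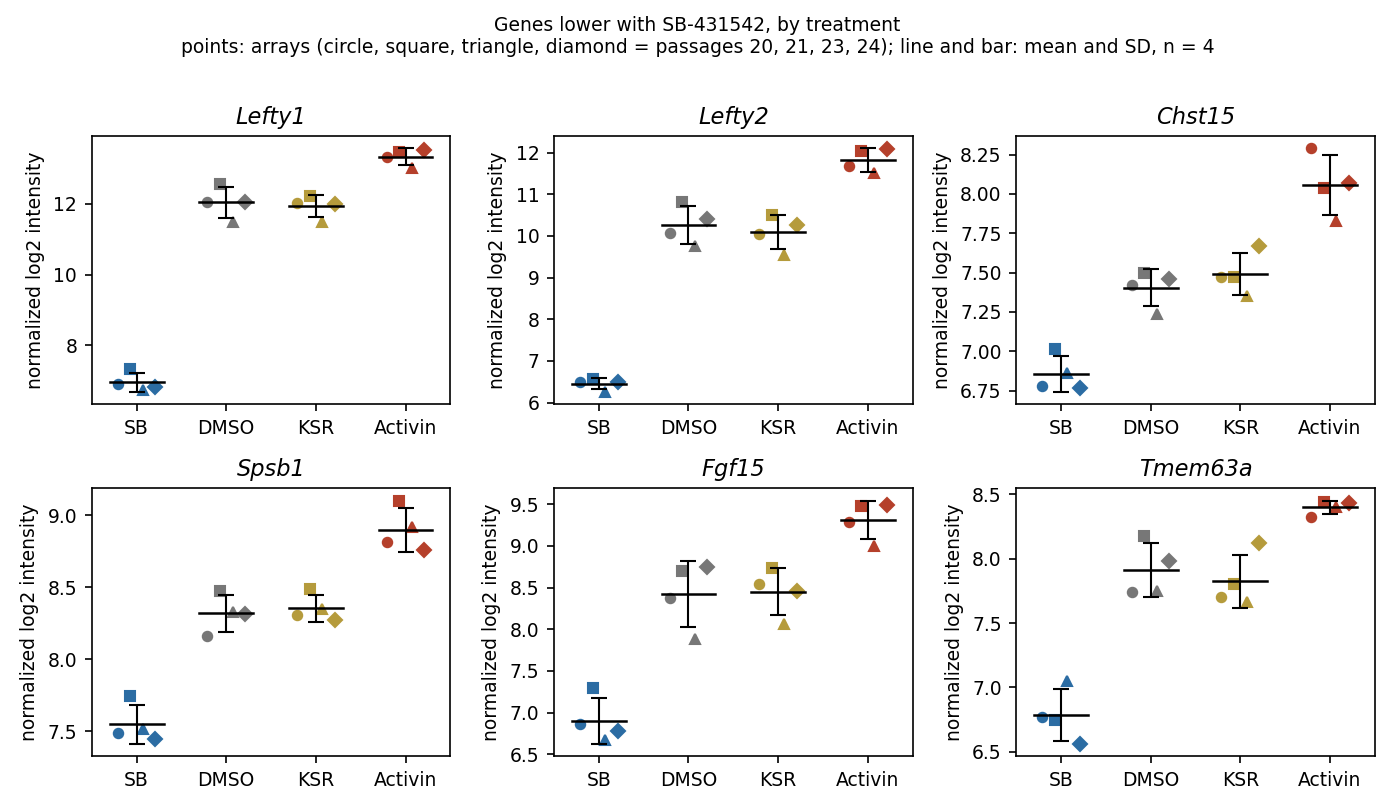
Log2 intensity of 6 genes on each of the 16 arrays, with the groups ordered from low to high signalling and marker shape giving the passage; the line is the mean and the bar the SD of 4 arrays. Lefty1 lies at 6.95 with SB, 12.05 with DMSO, 11.94 in KSR medium and 13.34 with Activin.

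Of the 14 measured Nodal target genes, 14 had a positive change with Activin, and the median log2 change was 0.16 (0.31 over the 10 members above background on 4 or more arrays). Past the threshold over all probes 3 rose, Lefty1, Lefty2 and Spsb1, and 6 rose adjusted over the list alone, with Fgf15, Nodal and Pmepa1 added. The list shifted upward (adjusted p = 1.80e-17), also with an estimated correlation (2.63e-04). Without its 5 members in the lists chosen by the study it still shifted (median 0.12 over 9 genes, adjusted p = 0.00146, and adjusted p = 0.0313 with an estimated correlation). The 9 still held Pmepa1, Ski, Skil and Foxh1, which the paper names for a binding check on genes selected partly by expression on these arrays. Smad7, Skil and Cer1, also among the 9, were above background on 0 arrays. The shift of the 9 is thus not independent evidence. The 23 trophectoderm and placental genes had a median of -0.06 and shifted downward (adjusted p = 0.0414, and adjusted p = 0.176 with an estimated correlation), while 0 members passed with limma or adjusted over the list alone. Without the 4 members picked by the study it did not shift (19 genes, adjusted p = 0.44, and adjusted p = 0.576 with an estimated correlation). Core pluripotency genes did not shift (13 genes, median 0.05, adjusted p = 0.69): Pou5f1, Nanog and Sox2, the transcription factor genes of the pluripotency network, had log2 changes of 0.07, 0.09 and 0.08, none past the test (adjusted p = 1 for each). The post-implantation epiblast list reached an adjusted p of 0.206 and the primitive streak list 0.436, and the other lists not chosen by the study lay between 0.206 and 0.945.

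In total 5 probes passed with limma for Activin, all higher, 883 had an unadjusted p under 0.05 (3.59%), and 9 passed with passage as a block, all higher, with Fgf15 among them (block adjusted p = 5.85e-05, range over 21 alternatives 5.85e-05 to 1). Over 1.5-fold lay 8 probes, 6 higher and 2 lower, of which 4 passed the test. Spsb1 was lost in 12 of 21 alternatives, Chst15 in 7, Lefty1 in 5 and Lefty2 in 3, all 4 of them with the authors' normalized values, with intensities under 16 set to 16 and without replicate 1 of every group. Their log2 changes stayed positive in all 21, at 0.51 to 0.73 for Spsb1, 0.57 to 1.08 for Chst15, 1.10 to 1.46 for Lefty1 and 1.39 to 1.74 for Lefty2. Without replicate 1 of every group 0 probes passed (803 at an unadjusted p under 0.05), without replicate 4 there were 2, and without DMSO replicate 3 there were 3. The number of shifted lists was 1 rather than 2 without DMSO replicate 2 or 3, without Activin replicate 1 or 3, and without any of the 4 replicates left out of every group. Without Activin replicate 4 it was 4.

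Low signalling was compared with endogenous signalling through SB against DMSO. Lefty1 fell from 12.05 ± 0.44 to 6.95 ± 0.27, a 34.2-fold change (log2 change -5.09, SE 0.18, adjusted p = 4.79e-15), and only 1 of the 4 SB arrays was above background. With its dim values raised to the lowest value above background the fall was 28.8-fold. Lefty2 was above background on none of the SB arrays and fell at least 8.62-fold (adjusted p = 4.97e-12). Fgf15 fell 2.87-fold, from 8.42 ± 0.40 to 6.90 ± 0.28 (adjusted p = 1.18e-05), and was likewise above background on 1 of the 4 SB arrays (2.36-fold with the dim values raised). Tdgf1 fell 1.99-fold to 7.76 ± 0.31 (adjusted p = 0.00123). In the other direction Id1, which encodes an inhibitor of basic helix-loop-helix factors and is a classical BMP target, rose 3.80-fold, from 7.99 ± 0.10 to 9.92 ± 0.38 (log2 change 1.93, SE 0.15, adjusted p = 3.17e-08). Its relatives Id2 and Id3 rose 2.30-fold to 9.43 ± 0.34 (adjusted p = 2.94e-04) and 1.96-fold to 9.27 ± 0.21 (adjusted p = 1.05e-05).

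Further genes fell with SB. Trh, the gene of the thyrotropin-releasing hormone precursor, fell 2.34-fold to 11.61 ± 0.44 (adjusted p = 0.0126). Tmem63a, a membrane protein gene beside the Lefty genes, fell at least 1.69-fold (adjusted p = 3.33e-06), and the zinc finger gene Zfp819 fell 2.04-fold to 7.99 ± 0.22 (adjusted p = 2.89e-06). The matrix metalloproteinase gene Mmp25 fell at least 1.19-fold (adjusted p = 3.80e-06). Duxbl1, a double homeobox gene, and Tafa4, which encodes a secreted chemokine-like protein, fell 1.74-fold each (adjusted p = 2.94e-04 and 0.00124), and Duxbl1 was above background on 1 of the 4 SB arrays (1.60-fold with the dim values raised). Epha2, an Eph receptor gene, and Spsb1 fell 1.71-fold each (adjusted p = 7.53e-04 and 5.21e-05). Chst15 fell at least 1.19-fold (adjusted p = 0.0068) and Nodal 1.46-fold to 10.65 ± 0.18 (adjusted p = 0.00855). Dimmer probes of Duxbl1 and Tdgf1 had changes of the other sign, none of them past the threshold.

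Beside the Id genes, SB raised Slc30a2, a zinc transporter gene, 1.78-fold to 8.80 ± 0.23 (adjusted p = 6.41e-04), and Stra8, a retinoic acid-induced gene of meiotic entry, 1.63-fold to 10.87 ± 0.07 (adjusted p = 2.32e-04). Ceacam1, a cell adhesion gene, rose 1.54-fold (adjusted p = 3.59e-04). Tfap2c and Gata3, transcription factor genes of the trophectoderm, rose 1.52-fold to 11.79 ± 0.11 (adjusted p = 0.0067) and at least 1.22-fold (adjusted p = 0.00431). Serping1, a complement inhibitor gene, rose 1.45-fold, and the aldo-keto reductase gene Akr1b8 rose 1.44-fold (adjusted p = 0.00282 and 0.00192). Nr6a1, which encodes an orphan nuclear receptor that represses Pou5f1, rose 1.44-fold to 11.36 ± 0.05 (adjusted p = 0.0128). Klf2, a transcription factor gene of the naive state, rose 1.41-fold to 12.11 ± 0.15 (adjusted p = 0.0309). At each of the 4 passages these genes, and those given for the falls, had the sign of the mean.

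**Figure D2:**
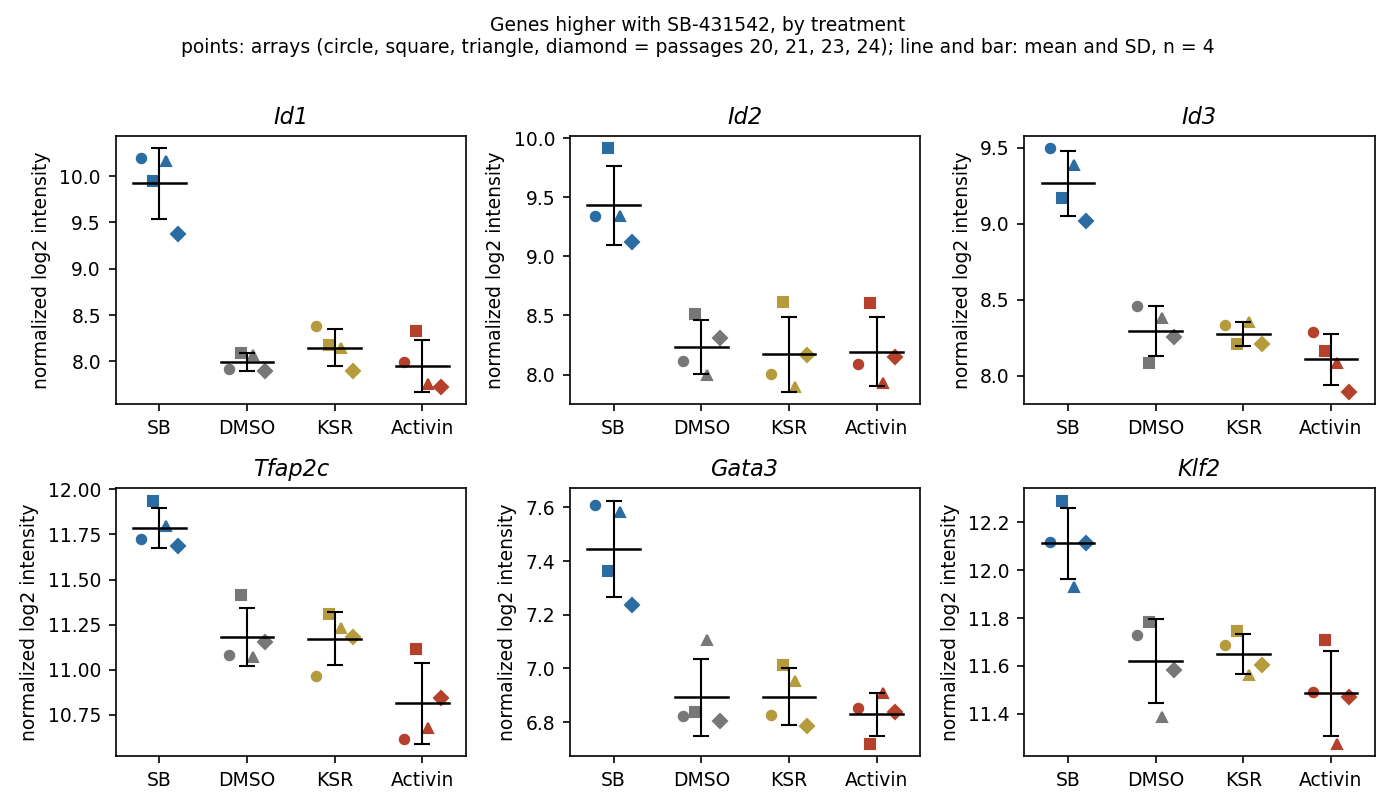
Log2 intensity of 6 genes that rose with SB on each of the 16 arrays; marker shape gives the passage, the line the mean and the bar the SD of 4 arrays. Id1 lies at 9.92 with SB against 7.99 with DMSO and 7.95 with Activin.

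Of 14 Nodal target genes, 7 fell with SB over all probes and adjusted over the list alone (Lefty1, Lefty2, Fgf15, Tdgf1, Spsb1, Nodal and Pmepa1), 0 rose and 7 did not pass. The median log2 change was -0.34, or -0.66 over the 10 members above background, and the list shifted downward (adjusted p = 9.43e-20, and 3.58e-05 with an estimated correlation). Of 16 BMP target genes, 3 rose, Id1, Id2 and Id3. Adjusted over the list alone 5 rose, with the ligand gene Bmp4 and the transcription factor gene Gata2 added, and Hey1 fell. Over all probes Bmp4 had a limma adjusted p of 0.149, and 0.0071 with passage as a block (range over 21 alternatives 0.0071 to 0.654). The median was 0.07 and the list shifted upward (adjusted p = 1.38e-06, and 0.00851 with an estimated correlation). Post-implantation epiblast genes shifted downward (11 genes, median -0.27, adjusted p = 3.26e-07, and 0.0201 with an estimated correlation), with 4 members past the test adjusted over the list alone. Of these, the growth factor genes Fgf15 and Fgf5 also fell over all probes. Fgf5 fell 1.58-fold (1.15-fold with the dim SB values raised) and was above background on 1 of 4 SB and 3 of 4 DMSO arrays. Trophectoderm genes shifted upward (23 genes, median 0.07, adjusted p = 0.015, adjusted p = 0.0747 with an estimated correlation, and adjusted p = 0.0292 when passage was also a block), with 2 that rose, Tfap2c and Gata3. Adjusted over the list alone 4 rose and 1 fell. Without the genes of the 5 lists chosen by the study, only the post-implantation epiblast list shifted with SB (10 genes, adjusted p = 0.00127, and adjusted p = 0.286 with an estimated correlation). The Nodal target, BMP target and trophectoderm lists then had adjusted p = 0.399 each.

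Core pluripotency genes shifted downward with SB by a small amount (13 genes, median -0.05, adjusted p = 0.015, adjusted p = 0.0405 with an estimated correlation, and adjusted p = 0.0651 when passage was also a block), and 1 of them, Tdgf1, fell. Pou5f1, Nanog and Sox2 had log2 changes of -0.17, -0.22 and 0.09, none past the test (adjusted p = 0.922, 0.943 and 0.997). Adjusted over the list alone, Tdgf1, Fgf4, Dppa2 and Utf1 fell and Lin28a rose. The list of G1 cyclins and inhibitors shifted downward (14 genes, median -0.05, adjusted p = 0.0341, and adjusted p = 0.0648 with an estimated correlation) with 0 members past the limma threshold and 2 adjusted over the list alone, Ccnd2 and Cdkn1c. Ccnd2, the gene of cyclin D2, was 1.53-fold lower (adjusted p = 0.119, and 2.52e-04 with passage as a block, range over 21 alternatives 2.52e-04 to 0.808). Lists without a shift still held calls: Trh and Chst15 fell among 12 definitive endoderm genes (adjusted p = 0.224), Epha2 and Il17rd among 16 genes induced by FGF and ERK (adjusted p = 0.611), and Klf2 rose among 16 naive pluripotency genes (adjusted p = 0.831). The other lists not chosen by the study had adjusted p from 0.198 (Wnt targets) to 0.945 (cholesterol synthesis), among them primitive endoderm at 0.31, neuroectoderm at 0.3, fibroblast markers at 0.831 and p53 targets at 0.728. Reference genes did not shift (adjusted p = 0.318): Actb, Gapdh and Ppia had log2 changes of 0.07, 0.06 and -0.00. B2m, of the same list, had a log2 change of 0.35 (adjusted p = 0.282) and was the 1 member that passed adjusted over the list alone. Hprt, a gene disrupted in the E14TG2a line, was above background on 0 arrays of either group.

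Among the genes that the study chose on these samples, whose counts are not independent evidence, 6 of 7 graded genes fell with SB (7 adjusted over the list alone), 3 of 4 genes named as lower with SB fell, and 6 of 7 named as higher rose. The members that did not pass were Radil (log2 change -0.53, adjusted p = 0.117), Cdh3 (-0.32, adjusted p = 0.581) and Igf2 (0.58, adjusted p = 0.502). With passage as a block the values were 0.00485 for Radil (0.00485 to 0.521 over 21 alternatives) and 1.69e-04 for Igf2 (1.69e-04 to 1).

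**Figure D3:**
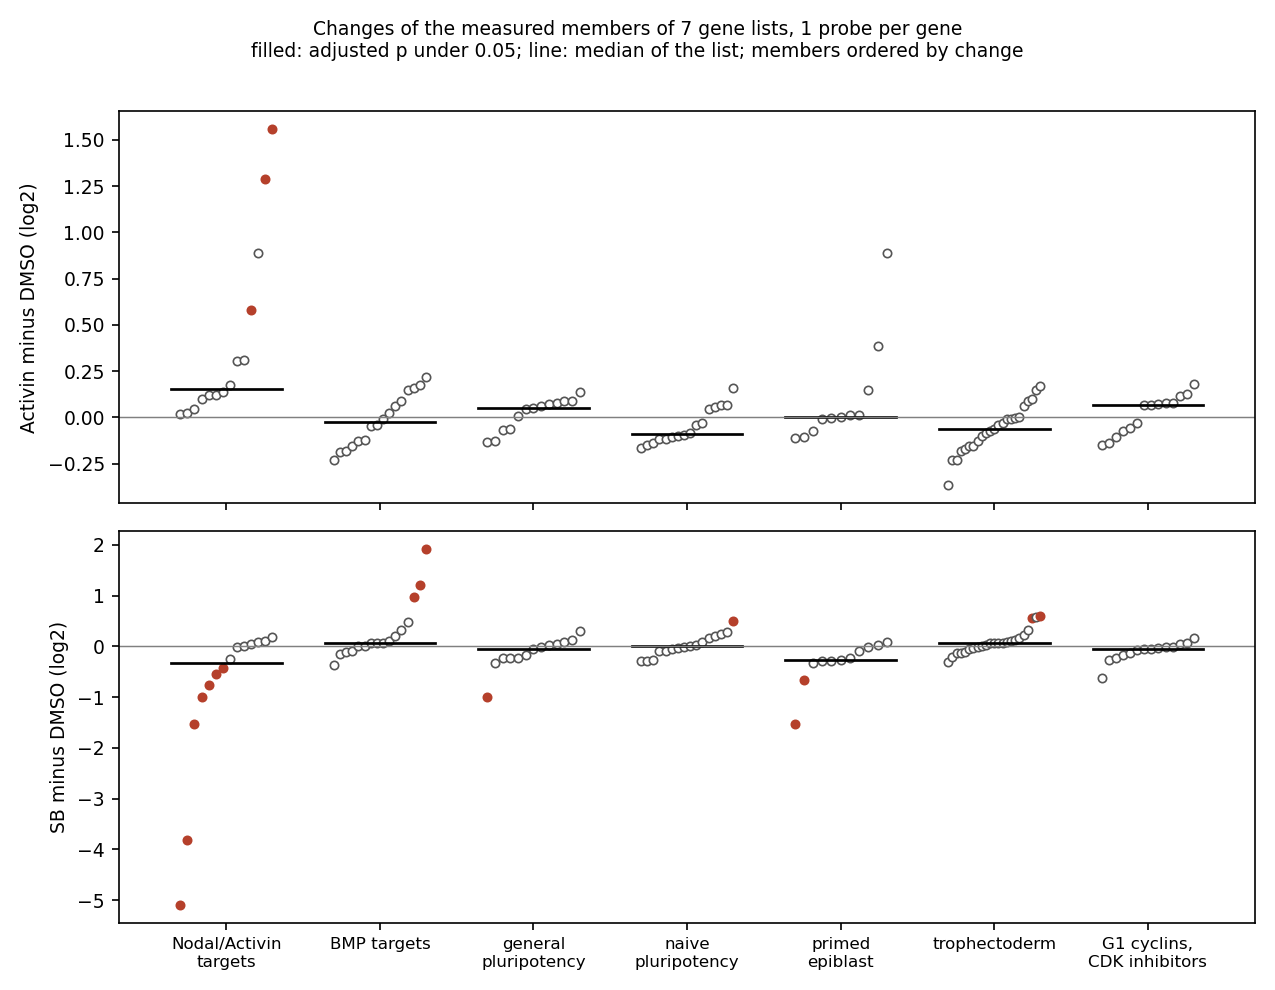
Log2 change of each measured member of 7 gene lists, Activin minus DMSO above and SB minus DMSO below; filled points passed the test and the short line is the median. The medians for the Nodal target genes are 0.16 and -0.34.

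In the SB comparison 76 probes passed with limma, 24 higher and 52 lower, naming 62 genes, and 1414 had an unadjusted p under 0.05 (5.75%). With passage as a block 150 passed, 51 higher and 99 lower, and these included the 76. Over 1.5-fold lay 43 probes, 10 higher and 33 lower, and 39 of them passed the test. The number of calls depended on the arrays used: it was 35, 43, 39 and 48 without replicate 1, 2, 3 or 4 of every group, 50 with only the SB and DMSO arrays in the fit, and 37 with intensities under 16 set to 16, when 7 were higher and 30 lower (18.9% higher, against 31.6%). Of the named genes Klf2 and Pmepa1 (fell 1.34-fold, adjusted p = 0.0465) were lost in 15 and 16 of 21 alternatives, Nr6a1 in 10, Trh in 9, Fgf5 in 8, and Tfap2c and Nodal in 7 each. Tdgf1, Chst15 and Serping1 were lost in 3 each, Id2, Gata3, Slc30a2 and Akr1b8 in 2 each and Tafa4 in 1, while Lefty1, Lefty2, Fgf15, Id1, Id3, Tmem63a, Zfp819, Mmp25, Epha2, Il17rd, Spsb1, Duxbl1, Stra8 and Ceacam1 passed in all 21.

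The ends of the gradient were compared through Activin against SB, which share no control array. Lefty1 was 83.5-fold higher with Activin (log2 change 6.38, adjusted p = 3.02e-17) and Lefty2 at least 25.4-fold higher (adjusted p = 2.56e-15). Fgf15 was 5.32-fold higher (adjusted p = 2.72e-09) and Nodal 1.81-fold higher (adjusted p = 1.01e-05). The co-receptor gene Tdgf1 was higher by 1.13 log2 units, with a log2 change of -0.0034 at its dimmer probe, and Fgf5, an epiblast gene, by 1.05. Lefty1, Fgf15 and Fgf5 were each above background on 1 of the 4 SB arrays, and with the dim values raised they were 70.5-, 4.36- and 1.5-fold higher. Lower with Activin were Id1 by a log2 change of -1.97, Tfap2c by -0.97, the metallothionein gene Mt1 by -1.03 (adjusted p = 0.00146) and Bmp4 by -0.65 (adjusted p = 0.00375). The signalling mediator gene Smad3 changed by -0.49 (adjusted p = 0.00197) and the phosphatase gene Dusp4 by -0.62 (adjusted p = 5.55e-04). Each of these genes had the sign of its mean at 4 of 4 passages.

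Nodal target genes (adjusted p = 2.99e-28, 7 higher with Activin) and post-implantation epiblast genes (adjusted p = 5.65e-07) were shifted upward in Activin against SB. BMP target genes were shifted downward (adjusted p = 1.35e-05, 5 lower: Id1, Id2, Id3, Bmp4 and Gata2), as were trophectoderm genes (adjusted p = 1.72e-04, 4 lower: Tfap2c, Gata3, Gata2 and Igf2). Core pluripotency genes were also shifted upward (adjusted p = 0.0104, Tdgf1 higher and Lin28a lower, and 6 higher adjusted over the list alone: Dppa2, Fgf4, Nanog, Pou5f1, Tdgf1 and Utf1). So was the list of G1 cyclins and inhibitors (adjusted p = 0.012, Ccnd2 higher, 8 members with a positive and 6 with a negative change). Adjusted over that list alone, Ccnd2 and the inhibitor gene Cdkn1c were higher. Primitive streak genes shifted upward as well (adjusted p = 0.0403, adjusted p = 0.0611 with an estimated correlation, Fgf8 higher). Over all probes Pou5f1 and the brightest Nanog probe had log2 changes of 0.24 and 0.31 (adjusted p = 0.382 and 0.485), and 1 of the 3 Nanog probes passed. Fgf8 was above background on 0 of the 16 arrays, and 2 of the 16 primitive streak genes were above background on 4 or more. All but the primitive streak list kept their call with an estimated correlation, with 0.0294 as the largest of these adjusted p. When passage was also a block, core pluripotency genes (adjusted p = 0.0576) and the list of G1 cyclins and inhibitors (adjusted p = 0.0873) lost it, and 4 of 24 lists were called. With the preset correlation and the block, stress response genes were called as lower with Activin (adjusted p = 0.0247, against 0.19 without the block), but not with an estimated correlation (adjusted p = 0.0665 with the block and 0.634 without it). Without the genes of the 5 lists chosen by the study, the Nodal target list (adjusted p = 0.00145, and 0.0312 with an estimated correlation) kept its call. It still held Pmepa1, Ski, Skil and Foxh1, picked by the study partly on these arrays, so the call is not independent evidence. The epiblast list (adjusted p = 0.00204) and the list of G1 cyclins and inhibitors (adjusted p = 0.0332) kept theirs with the preset correlation only (adjusted p = 0.159 and 0.122 with an estimated correlation). The BMP target (adjusted p = 0.432), trophectoderm (0.0573), core pluripotency (0.204) and primitive streak (0.0734) lists did not pass. Of the genes named for this comparison, Lin28a was lost in 13 of 20 alternatives, Fgf8 in 13 of 19, Igf2 in 12 of 20, Ccnd2 in 10, Gata2 in 7, Bmp4 in 4, and Mt1 and Smad3 in 2 each. In total 221 probes passed with limma, 143 higher and 78 lower with Activin, and 438 with passage as a block, 240 higher and 198 lower. Without replicate 1 of every group 115 passed, and without replicate 3 130 passed.

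Graded genes, called in both treatments against DMSO, numbered 5 probes, all higher with Activin and lower with SB: Lefty1, Lefty2, Chst15, Spsb1 and a probe without a symbol. No probe was called in the same direction in both, 71 were called with SB only and 0 with Activin only. By chance 0.0106 opposite calls would follow from independent lists of these sizes. Simulated unchanged groups with shared controls had 0 probes called in either treatment, so they give no chance value for opposite calls. With passage as a block 8 probes were called in opposite directions, with KSR as the control of Activin 9, and with the DMSO arrays split between the treatments 1 to 6. Opposite calls numbered 0 without replicate 1 of every group, 2 without replicate 4 and 3 without DMSO replicate 3. Of the 76 probes called with SB, 71 had the opposite sign with Activin, and 73 had it with KSR as the control of Activin. Over all probes 38.4% had opposite signs, against 33.4% in simulated unchanged groups with the shared DMSO arrays. The direct test of unequal size called 3 probes (5 with passage as a block, 1 without replicate 1 of every group), and 855 had an unadjusted p under 0.05. Lefty1 departed by -3.80 (SE 0.31, adjusted p = 3.32e-07) and Lefty2 by -2.25 (SE 0.33, adjusted p = 0.00408), with falls under SB larger than the rises under Activin. Lefty1 and Lefty2 were above background on 1 and 0 of the 4 SB arrays, and with the dim SB values raised to the lowest value above background the departures were -3.56 and -1.55. Id1 departed by 1.88 (SE 0.26, adjusted p = 0.00254), with a rise under SB beside a log2 change of -0.05 with Activin. The Id1 call was lost without replicate 1, 2 or 3 of every group (adjusted p = 0.147, 0.0574 and 0.0564), with the authors' normalized values (0.522) and with intensities under 16 set to 16 (0.385). The Lefty2 call was lost without replicate 1 or 4 (0.147 and 0.15), without DMSO replicate 2 or 4 (0.0511 and 0.0516) and with the authors' normalized values (0.175). For the other probes called with SB only, the test of the difference in size did not pass, so a response to SB alone was not shown for them.

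**Figure D4:**
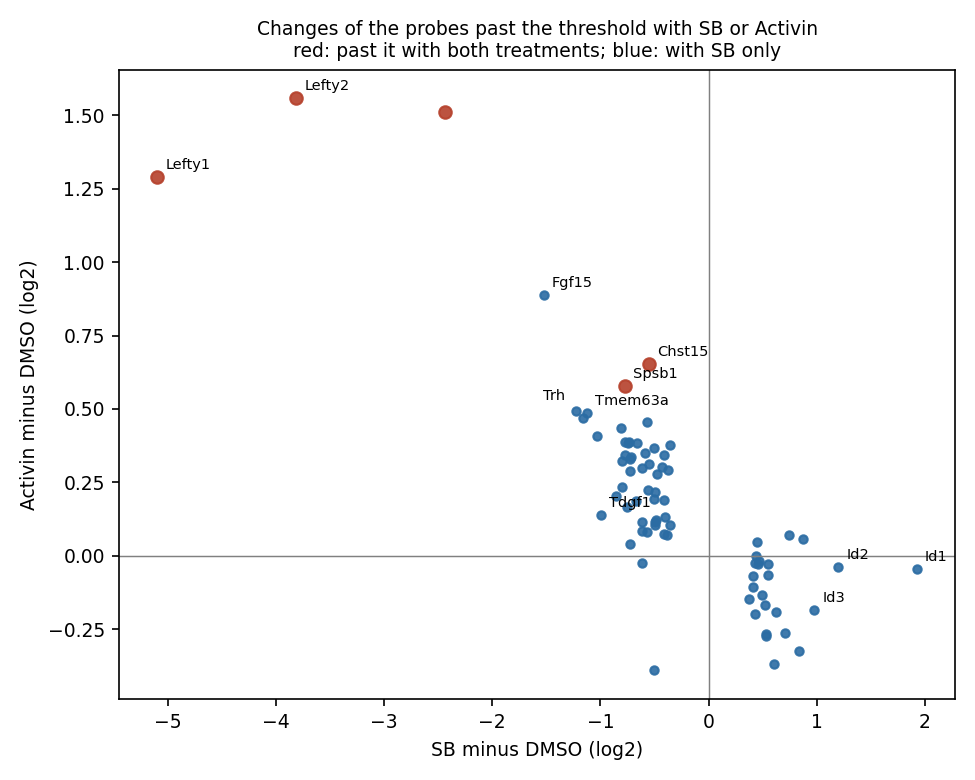
Log2 change with Activin (vertical) against log2 change with SB (horizontal), both relative to DMSO, for the 76 probes called with SB; red points were called in both treatments and blue points with SB only. Of the 76 probes, 71 had opposite signs on the axes.

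Across all probes the Activin and SB effects correlated with r = 0.153. This correlation is across probes, which are not independent replicates, and both effects use the same DMSO arrays. Unchanged groups with a shared control gave r = 0.502 in simulation. With KSR as the control of Activin r was -0.213, and with the DMSO arrays split between the treatments -0.210. The split gives the treatments DMSO arrays of different passages, so passage differences enter the effects with opposite signs and favour a negative r. Over the probes above background on 4 or more arrays r was -0.124, against 0.503 in simulation. Without the probes called in either treatment r was 0.288 over all probes and 0.0796 over those above background. The called probes thus set the sign of the latter, but both values still lay below the simulated 0.502 and 0.503.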

Values the study reported

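The study reported that none of about 26,000 probes differed significantly between DMSO and KSR medium. It reported 19 genes that were higher in Activin-treated cells with no significant change in SB, 131 genes that were regulated only in SB, and 12 genes that were regulated by both treatments. Its cutoff was a fold change greater than 1.5 relative to the DMSO control.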

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

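The rule for single arrays far from the rest of their group was fixed before the data were examined, and no test in this part was chosen after the results were seen. It was applied to 116 groups of 4 arrays (4 array measures and 25 genes), and chance gives such an array in about 1 of 20 unselected groups. The 25 genes were picked for their changes on these same arrays, so this rate may not hold for them. Here 2 were found, fewer than that rate would give. Duxbl1 lay at 8.40 on Activin replicate 4 and at 8.19 to 8.20 on the other Activin arrays, so that the gap made up 0.959 of the range of the group. Gata3 lay at 7.11 on DMSO replicate 3 and at 6.80 to 6.84 on the other DMSO arrays, a gap of 0.891 of the range. No explanation was tested for either value.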

How the results depend on the processing

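Fits without array KSR 2 for comparisons that do not use it were added after seeing the data, and they left every count within 1.5 times its value. The counts that moved further, or changed sign, are given next, and the cause was not tested unless stated. With the authors' normalized values 3 probes passed for Activin against DMSO, 38 for SB, 123 for Activin against SB, 1 in opposite directions and 1 for unequal size, while 31, 36 and 146 probes were over 1.5-fold between DMSO and KSR, Activin and DMSO, and SB and DMSO, and r between the effects was 0.0247. With offset 16 these were 2 and 46 called for Activin and SB, 2 opposite, 61, 59 and 121 over 1.5-fold, and r = 0.2915. With intensities under 16 set to 16 they were 1, 37 and 129 called for Activin, SB and Activin against SB, 0 opposite, 240, 267 and 427 over 1.5-fold, 1 shifted list for Activin, and r = 0.1821. Over probes above background on 4 or more arrays r reversed to -0.1238. It also reversed with separate controls, to -0.2133 with KSR as the control of Activin and to -0.2101 with the DMSO arrays split. Opposite calls were then 9, and 1 in the lowest split. Both settings remove the shared control by construction. The split also gives the treatments DMSO arrays of different passages. Passage differences then enter the effects with opposite signs, which favours a negative r and opposite calls.

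With passage as a block 9 probes passed for Activin, 150 for SB, 438 for Activin against SB, 8 in opposite directions and 5 for unequal size. The block removes passage differences by construction, kept all 5, 76, 221 and 3 calls made without it, and changed no other count by over 1.5 times. With only the 2 groups compared in the fit, fewer arrays, 50 passed for SB. KSR in place of DMSO gave 10 for Activin and 8 opposite, and both controls together, more arrays, 12 and 11. For Activin 1 list shifted with an estimated correlation and 1 with fry.

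Leaving out 1 replicate gave these lowest and highest values: 0 and 5 probes for Activin, 35 and 71 for SB, 115 and 232 for Activin against SB, 0 and 6 opposite, 1 and 4 for unequal size, 2 and 4, 7 and 11, and 45 and 54 over 1.5-fold between DMSO and KSR, Activin and DMSO, and SB and DMSO, 1 and 4, 5 and 7, and 6 and 10 shifted lists for Activin, SB and Activin against SB, and r of 0.1242 and 0.2852. For DMSO against KSR 0 probes and 0 lists passed each time with limma. The lowest values for Activin, SB and the opposite calls came without replicate 1.

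Of the 73 calls among the named gene values, 49 were kept with the authors' values, 59 with offset 16, 47 with the floor of 16, 65 with median scaling, 73 with cyclic loess and 73 with the block, and 763 of 888 when a replicate was left out. None changed sign. Under the scalings the median change of all probes lay between -0.0058 and 0.0077. A block by BeadChip was not run, since the sources used here do not give the chips. Signal over background limits folds: 12831 of 24606 probes were above background on no array.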

Other observations

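The comparison between passages, the graded response, the test for more primitive endoderm-like cells and the swaps and regroupings within passages were chosen only after results had been seen. Across all 4 groups the cultures at passages 23 and 24 differed from those at passages 20 and 21, as seen by the same limma model with group as a term. There were only 2 passages on each side, and the 4 arrays of a passage, which deviated together, counted as independent in the fit, so the p-values of this comparison are too small. Dab2, an endocytic adaptor gene expressed in primitive endoderm, was 4.85-fold higher (adjusted p = 5.63e-17), at 8.21 and 8.15 at passages 20 and 21 and at 10.31 and 10.60 at passages 23 and 24 (mean log2 intensity, n = 4). Gata6, a master transcription factor gene of primitive endoderm, was 2.32-fold higher (adjusted p = 2.96e-10), Col4a2, a basement membrane collagen gene, 2.20-fold (adjusted p = 1.05e-11), and Amn, which encodes a partner of the receptor cubilin in visceral endoderm, 2.49-fold (adjusted p = 1.05e-11). Lower were Dppa3, a germ cell and naive ES cell gene, at a log2 change of -0.65, and Acta2, the smooth muscle actin gene, at -0.76, although Acta2 was level between passages 21 and 23 (9.41 and 9.39). In all 934 probes passed, 486 higher and 448 lower, and 34 were over 1.5-fold.

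Primitive endoderm genes shifted upward at passages 23 and 24 (18 genes, median 0.49, 12 higher and 1 lower, adjusted p = 1.63e-30, and 1.32e-05 with an estimated correlation). Stress response genes (12 genes, 5 higher, among them the glutathione-degrading enzyme gene Chac1, adjusted p = 6.85e-08, and 0.00259 with an estimated correlation) and glycolysis and hypoxia genes (13 genes, 6 higher, adjusted p = 2.02e-08, and 0.0217 with an estimated correlation) did so as well. Chac1 and Nupr1 were high at passage 20 too (11.27 and 9.59 against 10.22 and 8.64 at passage 21), so they did not part the passages as Dab2 did. In all 7 of 24 lists shifted, 3 with an estimated correlation.

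A candidate explanation for the primitive endoderm genes is more cells of that type in the later cultures. The median of the list lay at percentile 100 of 10000 random lists matched on expression, which decides nothing on a shift of all probes between arrays, since quantile normalization centres such lists near 0. Loss of ES cells to all other lineages alike would raise the markers of each. In these 4 passages the 27 genes of other lineages did not rise, with medians from -0.0774 (SB) to -0.0051 (KSR). Some, such as Krt18 and Tubb3, were above background on all 16 arrays and could rise little if ES cells fell. Loss of ES cells to 1 lineage would not raise them, so the medians do not exclude a loss. Core and naive pluripotency lists had medians of -0.0090 and -0.0457 (camera adjusted p = 0.408 and 0.881). The mean gap of the 27 genes to 13 primitive endoderm genes was 0.949 (3 genes listed for both were counted with the primitive endoderm). That gap is no separate support, since the primitive endoderm list was picked because it rose. Its SD of 0.145 is over 4 groups that share the same passages. Of the 13 members above background 92.3% were higher, which restates the shift of the list and decides nothing on more primitive endoderm-like cells. The chip of each array is not given in the sources used here, the mean background threshold was 56.5 at passages 20 and 21 and 64.4 at passages 23 and 24, and more cells of that type, a chip batch or a change of expression within ES cells all stay open.

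The 71 probes called with SB and not with Activin may respond to Activin too, by amounts too small to call one by one, a hypothesis found and tested on the same data. Signed by the SB effect, their mean difference between Activin and KSR was 0.25 log2 units in the direction opposite to SB (38.2% of the mean SB effect of 0.66), and 68 of 71 had the opposite sign. KSR was not the control in the calls that picked these probes, but the KSR and Activin arrays entered the shared estimate of the spread behind those calls. The exact two-sided permutation p was 0.0286, the smallest that 4 against 4 arrays allow. Activin was above KSR at 4 of 4 passages, but with arrays swapped only within passages, which they share, the exact p was 0.125, the smallest that 4 pairs allow, so the test cannot decide. The normalization is argued against as the cause, since the difference was at least 0.254 under the 5 other treatments of the intensities.

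In the authors' normalized values 31 probes were over 1.5-fold between DMSO and KSR medium, where limma called 0 probes. The dim array KSR 2 is argued against as the source, since 41 probes were over 1.5-fold without it. Noise of dim probes near the floor is consistent with the 93.5% of these probes that had a mean intensity under 4 times the floor, against 70.7% of all probes and 32.9% of those above background on 4 or more arrays. All 31 were above background on 4 or more arrays, so they were dim but not at background. No biological explanation was tested.

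Chance was examined by splitting the arrays of each comparison in every other way, 35 splits each, or 100 regroupings for results on 3 groups. Over all these splits, which ignore the passages, the real grouping alone reached its count for several results. These were the probes called in Activin against DMSO (5 against at most 0 in another split, 1 of 35 splits as large). The same held for SB against DMSO (76 against 0, 1 of 35) and Activin against SB (221 against 1, 1 of 35). It also held for the opposite calls (5 against 0, 1 of 100) and the probes over 1.5-fold in SB against DMSO (43 against 33, 1 of 35). Arrays of a passage deviate together, so these splits are not interchangeable and do not exclude chance. For the 0 probes called between DMSO and KSR the splits decide nothing, since any split reaches a count of 0 (35 of 35, highest other 0). Chance cannot be excluded for the 2 probes over 1.5-fold between DMSO and KSR (29 of 35 splits as large, highest other 41), nor for the 8 probes over 1.5-fold and the 2 shifted lists in Activin against DMSO (18 of 35 each, highest other 37 and 6). Nor can it be for the shifted lists in SB against DMSO (6 against 8, 5 of 35) and in Activin against SB (7 against 7, 2 of 35). For the 3 probes of unequal size (highest other 220, 5 of 100) the regroupings decide nothing, since the others as large put SB or Activin arrays in the place of DMSO. The splits with 41, 37 and 33 probes set passages 20 and 21 against 23 and 24, so they follow the passages rather than a treatment. The arrays share passages, and only 8 splits part the arrays of every passage as the real one does, too few for a share under 0.05. Among these the highest other counts of called probes were 0, 0 and 0 in Activin against DMSO, SB against DMSO and Activin against SB, of probes over 1.5-fold 4 and 9 in the first and second, and of shifted lists 1, 4 and 4. In these comparisons every other split as large as the real one keeps both arrays of at least 1 passage on the same side, and with passage as a block 9, 150 and 438 probes were called. Regrouping the 12 arrays only within passages allows more: 1 of 100 had as many opposite calls (highest other 0). That argues against a lack of any difference among the 3 groups. SB arrays spread over the groups widen the scatter and favour a count of 0, so chance is not excluded for the Activin part of these calls. As many probes of unequal size were found in 6 of 100 (highest other 197). Such regroupings can also put treated arrays in the place of DMSO, so they decide nothing. Of the regroupings that ignore the passages, 4 others had 3 or more probes of unequal size. They put 3 or 4 SB arrays or 3 Activin arrays in the place of DMSO. Their contrasts therefore hold treatment effects and give no chance value.

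At the fold cutoff of the study, in the authors' normalized values, 9 named genes and 3 unnamed probes were higher with Activin only. That is lower than the number of such genes quoted from the study above. With SB only there were 113 named genes and 12 unnamed probes, and 9 named genes and 3 unnamed probes went in opposite directions in both. These lie nearer to the numbers quoted above. Any rule of the study beyond the fold, on consistency or significance, is not given in the sources used here, so the counts may not be made alike.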
